# Different growth and metastatic phenotypes associated with a cell-intrinsic change of Met in metastatic melanoma

**DOI:** 10.18632/oncotarget.12221

**Published:** 2016-09-23

**Authors:** Eri Adachi, Katsuya Sakai, Takumi Nishiuchi, Ryu Imamura, Hiroki Sato, Kunio Matsumoto

**Keywords:** drug resistance, HGF, malignant melanoma, met, metastasis

## Abstract

A dynamic phenotypic change contributes to the metastatic progression and drug resistance in malignant melanoma. Nevertheless, mechanisms for a phenotypic change have remained to be addressed. Here, we show that Met receptor expression changes in a cell-autonomous manner and can distinguish phenotypical differences in growth, as well as in metastatic and drug-resistant characteristics. In metastatic melanoma, the cells are composed of Met-low and Met-high populations. Met-low populations have stem-like gene expression profiles, are resistant to chemotherapeutic agents, and have shown abundant angiogenesis and rapid tumor growth in subcutaneous inoculation. Met-high populations have a differentiated phenotype, are relatively resistant to B-RAF inhibitor, and are highly metastatic to the lungs. Met plays a definitive role in lung metastasis because the lung metastasis of Met-high cells requires Met, and treatment of mice with the Met-containing exosomes from Met-high cells facilitates lung metastasis by Met-low cells. Clonal cell fate analysis showed the hierarchical phenotypical changes from Met-low to Met-high populations. Met-low cells either showed self-renewal or changed into Met-high cells, whereas Met-high cells remained Met-high. Clonal transition from Met-low to Met-high cells accompanied changes in the gene expression profile, in tumor growth, and in metastasis that were similar to those in Met-high cells. These findings indicate that malignant melanoma has the ability to undergo phenotypic change by a cell-intrinsic/autonomous mechanism that can be characterized by Met expression.

## INTRODUCTION

The incidence of malignant melanoma is increasing faster than that of other solid tumors [1]. The 5-year survival rate is less than 20% for distant-stage metastatic malignant melanoma [2], indicating that metastasis is the main factor in a poor outcome. In addition, the aggressive characteristics of malignant melanoma results in an innate and acquired resistance to chemotherapeutic and molecular-targeted drugs.

Autocrine and paracrine growth factors secreted within a tumor microenvironment participate in metastasis and drug resistance in malignant melanoma [3, 4]. In addition to extrinsic factors in the tumor microenvironment, tumorigenicity and malignant characteristics are regulated by the heterogeneity of tumor cells. Cancer stem-cell models have provided one explanation for the phenotypic and functional heterogeneity in several types of tumors. In malignant melanoma, however, phenotypic heterogeneity among tumorigenic melanoma cells from patients was reversible and not hierarchically organized [5, 6]. Melanoma cells characterized by the histone demethylase JARID1B are more competent in sustaining tumor growth compared with JARID1B-negative populations, whereas JARID1B expression is reversibly turned on and off [7]. Melanoma cells gain resistance to molecular-targeted agents in response to hypoxia [8]. Thus, adaptive phenotypic plasticity and cell-intrinsic heterogeneity are characteristics of malignant melanoma.

Met/hepatocyte growth factor (HGF) receptor mediates tumor cell proliferation, survival, invasion, and metastasis [9–11]. Previous studies have indicated that Met promotes proliferation, survival, and metastasis in malignant melanoma [12–15]. Comprehensive analysis for drug resistance conferred by the interaction between tumor cells and stromal cells has shown that HGF secreted from stromal cells confers resistance/survival in tumor cells against molecular-targeted agents [3, 4]. Recent study has indicated that Met plays a role in premetastatic niche formation in B16-F10 highly metastatic melanoma [16], suggesting an involvement of Met in the phenotypic plasticity and heterogeneity of melanoma. Understanding of the mechanisms by which the malignant characteristics of melanoma cells are regulated by Met could promote an understanding of stage progression and plasticity, and, hence, the design of better therapeutic interventions.

In the present study, we found that there are different populations in metastatic melanoma cells, and these are characterized by different cell-surface Met expressions. Cells with Met-low and Met-high expressions have different profiles in gene expression, tumorigenicity, growth, and metastasis. Cell-surface Met expression was found to be in dynamic equilibrium and regulated by hierarchical and cell-autonomous changes between Met-low and Met-high populations.

## RESULTS

### Stem cell- and differentiation-related gene expressions in Met-low and Met-high populations

The cell-surface Met expression in B16-F10 melanoma cells analyzed by flow cytometer was heterogeneous, and the cells were composed of Met-low and Met-high populations (Figure 1A). We purified Met-low and Met-high cells by cell sorting with > 95% purity (Figure 1A). *Met* mRNA levels were much higher in the Met-high cells than those in the Met-low cells (Figure 1B), suggesting that the difference in cell-surface Met expression was mainly due to a difference in Met gene expression. Met protein levels were higher and Met was phosphorylated in the Met-high cells compared with those in Met-low cells (Figure 1C). Because both Met-low and Met-high cells did not produce detectable levels of HGF, the phosphorylation of Met in Met-high cells seemed to be HGF-independent. HGF stimulated Met phosphorylation in Met-low cells, but this stimulation was not clear in Met-high cells (Figure 1C), while HGF stimulated cell migration of both Met-low and Met-high cells (not shown), suggesting some portions of Met could be activated in a HGF-dependent manner in Met-high cells.

**Figure 1:**
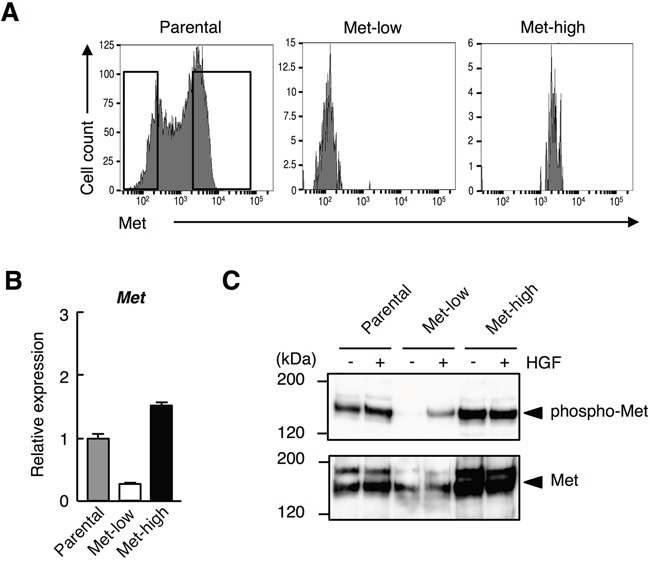
Heterogeneous cell-surface Met receptor expression in B16-F10 melanoma **A.** B16-F10 melanoma cells were stained with anti-Met-PE antibody and analyzed by flow cytometry. Left panel indicates cell-surface Met receptor expression of the unfractionated B16-F10 melanoma cells (parental). Boxes in the panel indicate gates used for cell sorting into Met-low or Met-high. Cell-surface Met expressions of Met-low (middle) and Met-high (right) cells were re-analyzed after sorting. **B.** Expression of *Met* analyzed by quantitative RT-PCR. Following cell sorting, the cells were cultured for 3 days and subjected to quantitative RT-PCR analysis. Each value represents the mean ± SD. The assay was done in triplicate and substantially same results were obtained. **C.** Expression of Met and Met tyrosine phosphorylation. Following cell sorting, the cells were cultured for 2 weeks and subjected to immunoprecipitation and Western blot analysis. In independently performed experiment using another lot Met-low and Met-high cells, substantially the same results was obtained.

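Met-low and Met-high cells, sorted from the mouse melanoma cell line B16-F10 by the amount of Met on the cell surface, were cultured for 3 days, and RNA from 2 independently prepared samples of each population was labelled with Cy3 and hybridised to 1-colour Agilent mouse arrays. The authors deposited the scanner output of the 4 arrays, which gives a background-corrected intensity for each of 43020 spots that are not controls, and a table of their own normalized log2 values. All 4 arrays lay on a single slide and came from a single scan, with Met-low samples at positions 1 and 2 and Met-high samples at positions 3 and 4, so position and population cannot be told apart. The 75th percentile of the intensity was 942 and 1331 on the Met-low arrays and 858 and 1111 on the Met-high arrays. Spots well above background made up 50.0% and 53.6% of the total on the Met-low arrays and 52.0% and 52.3% on the Met-high arrays, and 0 spots were saturated. For the values given here, each intensity was taken to log2 relative to the 75th percentile of its array, between 207 and 232 spots per array flagged as uneven or as outliers were left out, and the spots of a probe were averaged. Of 39429 probes, 27427 carried an accession that matched a gene symbol of the mouse reference, which gave 20832 genes, each represented by its brightest probe. The 11958 genes well above background on both arrays of at least 1 population were compared with limma, and 2 arrays per population limit the precision of every value. Ratios are given as the log2 signal in Met-high cells minus that in Met-low cells. The signal of *Met* (NM_008591) itself was -0.57 ± 0.44 (SD, n = 2) in Met-low and 0.30 ± 1.04 (SD, n = 2) in Met-high cells, a log2 ratio of 0.87 (standard error 0.51, adjusted p = 0.33 from limma with Benjamini-Hochberg adjustment). The arrays of the populations overlapped for *Met*, since Met-high replicate 2, at -0.43, lay between the Met-low arrays at -0.26 and -0.89. Without Met-high replicate 2, the log2 ratio of *Met* was 1.61 (adjusted p = 0.0196), and without Met-high replicate 1 it was 0.14 (adjusted p = 0.819), the ends of the range over the alternatives.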

To characterize Met-low and Met-high populations, we analyzed gene expression profiles via microarray analysis. 

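Among the 11958 genes compared, 633 had a mean signal more than 2-fold higher in Met-low cells and 291 a mean signal more than 2-fold higher in Met-high cells. For 120 of the former and 69 of the latter, no array of the other population was well above background, so that their calculated ratio is uncertain and only a bound on the change can be given. A further 1 and 5 genes, well above background in 1 population only, had a bound below 1, so that not even a bound can be given. Limma with Benjamini-Hochberg adjustment called 457 genes higher in Met-low and 233 genes higher in Met-high cells at an adjusted p under 0.05, of which 403 and 180 also differed by more than 2-fold. At an unadjusted p under 0.05 there were fewer genes on the Met-low than on the Met-high side, 1421 against 1715, and more with the 75th percentile over detected probes alone, 1965 against 939. Without the filter on dim probes 1398 and 658 genes passed 2-fold, and 7 and 0 passed the adjusted p, with 1463 and 1197 at an unadjusted p under 0.05. Genes higher in Met-low cells made up 68.5% of those past 2-fold, and 80.2% (809 against 200 genes) when the 75th percentile was taken over detected probes alone, a scaling that moved the median log2 ratio of all genes from 0.10 to -0.05. The excess on the Met-low side went with gene length. Among the 3986 genes shortest on the genome, 140 were more than 2-fold higher in Met-low and 144 in Met-high cells. Among the 3986 longest there were 292 and 64. The state of the RNA or its labelling may give such a trend, and the ratios of single genes are not corrected for it. Of 3078 genes with more than 1 probe past the filter, 292 had at least 1 probe past 2-fold, and in 120 of these every probe passed 2-fold in the same direction. Among the 5 genes with the largest calculated changes at an adjusted p under 0.05 and without overlap between populations were *Rbms3*, *Ptgir*, *Timp4* and *Zfp40* on the Met-low side. The log2 ratio was -5.19 (standard error 0.29, adjusted p = 0.0050) for *Ptgir* (NM_008967) and -5.16 (standard error 0.17, adjusted p = 0.0019) for *Timp4* (NM_080639). *Rbms3* and *Zfp40* were not well above background in Met-high cells and were at least 22.2-fold and at least 8.47-fold higher in Met-low cells, each bound being the Met-low mean against the higher of the dim probe's own signal and the lowest signal well above background on each Met-high array. Another probe of *Rbms3* gave a log2 ratio of -1.01. On the Met-high side the same choice gave *Pramel22*, *Dusp9*, *Olfml1*, *Scnn1g* and *Pglyrp4*, which were not well above background in Met-low cells and were at least 2.08-fold, 1.91-fold, 1.64-fold, 1.48-fold and 1.76-fold higher in Met-high cells by the same kind of bound. The adjusted p of *Scnn1g* was 0.024 and became 0.084 after a normexp background correction, in a range up to 0.121 over the alternatives. Of the 353 rows of Table S2, which the authors selected on the same arrays, 330 matched a gene with a probe named here and 320 of these passed the filter. A log2 ratio above 1 was found for 283 of them, and 0 were more than 2-fold higher in Met-low cells.

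**Figure D1:**
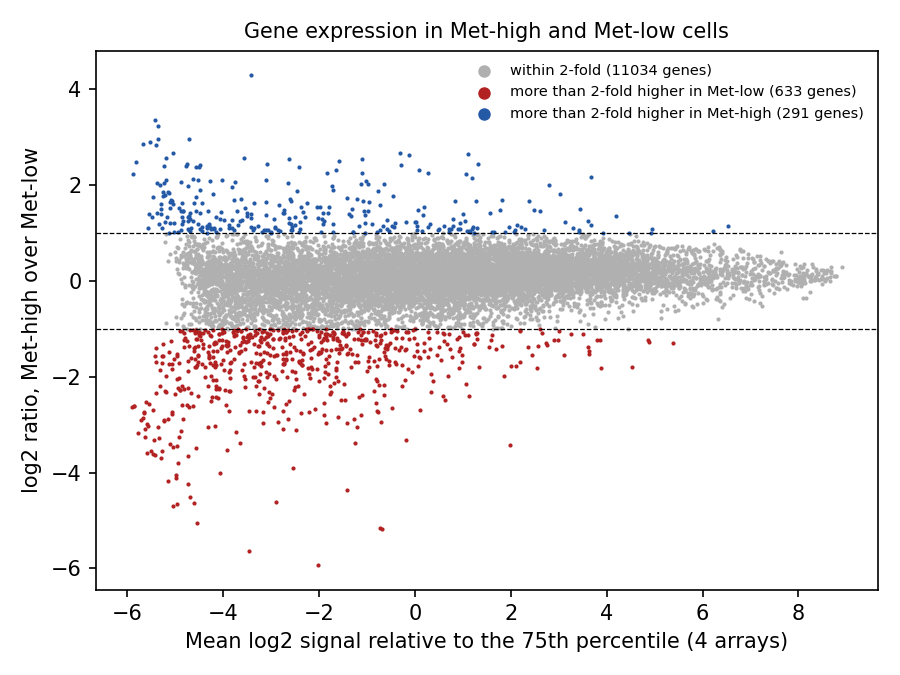
The log2 ratio of Met-high over Met-low cells is plotted against the mean log2 signal over the 4 arrays, relative to the 75th percentile of each array, with 1 point for each of 11958 genes and dashed lines at a 2-fold difference. The 633 genes below the lower line are more than 2-fold higher in Met-low cells, the 291 above the upper line more than 2-fold higher in Met-high cells, and points at a low mean signal include genes not well above background in one population, whose plotted ratio is at or above the bound on their change.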

Genes differently expressed by more than 2-fold between Met-low and Met-high populations were selected: 886 genes were higher in Met-low than in Met-high cells, while 353 genes were higher in Met-high than in Met-low cells (Supplementary Tables S1, S2). Gene ontology enrichment analysis revealed different expressions of gene clusters between these populations. 

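The genes printed in the heat maps of Figure 2A were chosen by the authors from these same arrays, so their ratios are not independent evidence. Of the 17 genes printed for negative regulation of cell differentiation, 16 had a higher mean signal in Met-low cells, 13 by more than 2-fold, and 7 passed an adjusted p under 0.05 in limma. *Tut4* (NM_175472, listed as Zcchc11 in Table S1) had the log2 ratio -2.08 (standard error 0.19, adjusted p = 0.0094), *Klf4* -1.90 (standard error 0.28, adjusted p = 0.028) and *Tgfb2* -1.56 (standard error 0.16, adjusted p = 0.011), with both Met-low arrays above both Met-high arrays in each. *Notch3*, which was not well above background in Met-high cells, was at least 2.42-fold higher in Met-low cells with an adjusted p of 0.15. That bound depends on the treatment of background, since the log2 ratio of *Notch3* was only -0.67 with normexp. *Cav1*, also not well above background in Met-high cells, had a calculated ratio of 2.57-fold with an adjusted p of 0.056. The adjusted p of *Cav1* was 0.007 without Met-low replicate 2, 0.0435 without Met-high replicate 1 and 0.0495 with the percentile of detected probes, in a range up to 0.22, and its log2 ratio was -0.55 with normexp. Without Met-high replicate 1, *Notch3* reached an adjusted p of 0.00268, in a range of 0.00268 to 0.396 over the alternatives. For 3 of the genes, the brightest probe changed by less than 2-fold while another probe was more than 2-fold lower in Met-high cells. Among them were *Rbpj*, with log2 ratios of -0.07 and -1.22 from its probes, and *Ttc3* with -0.19 and -1.01. Of the 8 genes printed for stem cell maintenance, 7 had a higher mean in Met-low cells, 6 by more than 2-fold, and 5 passed the adjusted p. The brightest probe of *Fgfr1* in this panel had a log2 ratio of 0.25 and that of *Tet1* -0.17, while another probe of each was not well above background in Met-high cells, at least 6.40-fold higher in Met-low cells for *Fgfr1* and with a calculated ratio of 2.06-fold for *Tet1*. All 6 genes printed for response to UV were higher in Met-low cells without overlap between the populations, 5 of them by more than 2-fold, and 4 passed the adjusted p, with the largest change in *Cdkn1a* at a log2 ratio of -1.54 (standard error 0.19, adjusted p = 0.018).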

The gene expressions clustered as “negative regulation of cell differentiation,” “stem cell maintenance,” and “response to UV” were higher in Met-low than in Met-high populations. In contrast, the gene expressions clustered as “pigmentation,” and “melanocyte differentiation” were higher in Met-high than in Met-low populations (Figure 2A, Supplementary Tables S3, S4). 

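Figure 2A prints 9 genes under pigmentation. On the arrays, 4 of them had a higher mean signal in Met-high cells and 5 a higher mean in Met-low cells, and at an adjusted p under 0.05 in limma there were 2 in each direction. Of those higher in Met-high cells, *Cited1* (NM_007709) rose from 5.95 ± 0.28 (SD, n = 2) in Met-low to 7.09 ± 0.15 (SD, n = 2) in Met-high cells, a log2 ratio of 1.14 (standard error 0.21, adjusted p = 0.043). Its adjusted p was 0.104 without Met-low replicate 1, 0.0776 without Met-high replicate 2 and 0.056 with the percentile of detected probes, in a range of 0.0259 to 0.187 over the alternatives without pairing. *Recql4* had a log2 ratio of 0.85 (standard error 0.16, adjusted p = 0.052). Of those higher in Met-low cells, *Myo5a* (NM_010864) had a log2 ratio of -1.11 (standard error 0.17, adjusted p = 0.029), which was -0.99 (adjusted p = 0.0826) without Met-low replicate 1, in a range of adjusted p from 0.0184 to 0.152 over the same alternatives. The signal of *Mc1r* differed by -0.63 (standard error 0.30, adjusted p = 0.26), with both Met-low arrays above both Met-high arrays. *Lyst* differed by -0.49 (standard error 0.44, adjusted p = 0.51), with overlap between the populations.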

In agreement with this, Met-high cells were highly pigmented, whereas Met-low cells were scarcely pigmented (Figure 2B). Likewise, mRNA for *Syntaxin-3*, a key gene for pigmentation of melanosome [17], was expressed at a much higher level in Met-high cells than in Met-low cells (Figure 2B).

**Figure 2:**
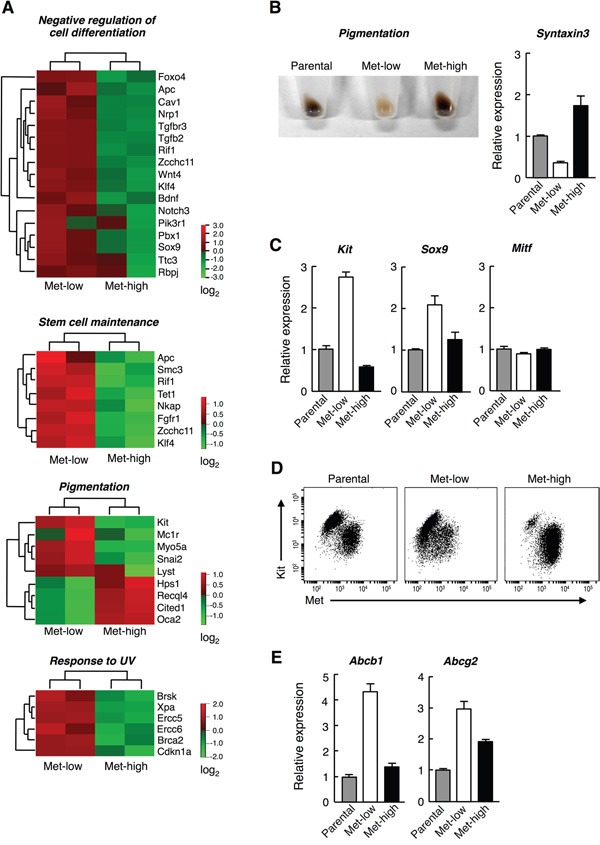
Different characteristics of Met-low and Met-high populations **A.** Expression profiles of genes that functionally belong to “negative regulation of cell differentiation,” “stem cell maintenance,” “pigmentation,” and “response to UV.” The analysis was performed using RNA samples prepared from two independently prepared Met-low and Met-high cells. **B.** Appearance of parental, Met-low and Met-high cells (left), and expressions of *Syntaxin-3* mRNA (right). **C.** Expression of *Kit, Sox9*, and *Mitf* mRNA. **D.** Dual analysis of Kit and Met by flow cytometry. Parental, Met-low, and Met-high cells were stained with anti-Met and anti-Kit antibodies and analyzed by flow cytometry. **E.** Expression of *Abcb1* and *Abcg2* mRNA. Gene expression profiles were analyzed by microarray analysis, and the data obtained by microarray analysis were deposited to the Gene Expression Omnibus and can be accessed by No. GSE69741. Expressions of *Syntaxin-3, Kit, Sox9, Mitf, Abcb1*, and *Abcg2* mRNA were analyzed by RT-PCR. Each RT-PCR analysis were done in triplicate and each value represents the mean ± SD. The same RT-PCR analysis was independently performed twice and substantially the same results were obtained.

Among the gene clusters shown in Figure 2A, *Kit, Snai2*, and *Sox9* are expressed in the progenitor cells of melanocytes [18, 19], and are expressed at a higher level in Met-low cells. 

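*Kit* (NM_001122733) had a log2 signal of 0.82 ± 0.30 (SD, n = 2) in Met-low and -1.37 ± 0.13 (SD, n = 2) in Met-high cells, a log2 ratio of -2.19 (standard error 0.21, adjusted p = 0.0099 from limma). It passed an adjusted p under 0.05 in every alternative of background, scaling, probes and arrays except the one without a filter on dim probes, where the adjusted p was 0.0817, in a range that began at 0.00164. *Snai2* (NM_011415) was at -0.43 ± 0.25 (SD, n = 2) and -1.65 ± 0.34 (SD, n = 2), a log2 ratio of -1.22 (standard error 0.24, adjusted p = 0.053). *Sox9* (NM_011448) was at -1.94 ± 0.40 (SD, n = 2) and -3.26 ± 0.47 (SD, n = 2), a log2 ratio of -1.32 (standard error 0.31, adjusted p = 0.074). In all 3 genes, both Met-low arrays were above both Met-high arrays, and the difference of *Snai2* and *Sox9* was more than 2-fold but did not pass an adjusted p under 0.05. *Snai2* passed it at 0.0148 without Met-high replicate 1, at 0.0342 without Met-low replicate 2, at 0.0435 over probes detected on all arrays and at 0.0497 with the percentile of detected probes, and its adjusted p reached 0.211 in another alternative. *Sox9* passed it at 0.0138 without Met-high replicate 1 and at 0.0272 without Met-low replicate 2, in a range up to 0.261.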

*Oca2* and *Hps1* promotes melanogenesis *via* melanosome transport [20, 21], and these are expressed at a higher level in Met-high cells. 

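The log2 signal of *Oca2* (NM_021879) was 0.11 ± 0.58 (SD, n = 2) in Met-low and 2.27 ± 0.13 (SD, n = 2) in Met-high cells, so that the log2 ratio was 2.15 (standard error 0.30, adjusted p = 0.023 from limma). Among the alternatives, the ratio of *Oca2* lay between 1.75 and 2.56, and its adjusted p between 0.00131 and 0.121, the upper end without a filter on dim probes. For *Hps1* (NM_019424) the signal was -1.09 ± 0.19 (SD, n = 2) in Met-low and -0.78 ± 0.12 (SD, n = 2) in Met-high cells, with both Met-high arrays above both Met-low arrays and a log2 ratio of 0.32 (standard error 0.18, adjusted p = 0.32). A second probe, listed for *Hps1* in Table S2 under the accession AK031397 and not matched to a symbol here, gave a fold of 2.01 in the same direction.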

*Xpa* and *Brca2* play a role in nucleotide excision repair [22, 23], which suggests a DNA repair function in UV-sensitive unpigmented cells in Met-low populations. Collectively, these gene expression profiles indicate that Met-low are more melanoblastic, while Met-high are more differentiated to a certain extent.

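*Xpa* (NM_011728) was at a log2 signal of 1.18 ± 0.15 (SD, n = 2) in Met-low and 0.22 ± 0.12 (SD, n = 2) in Met-high cells, with a log2 ratio of -0.96 (standard error 0.17, adjusted p = 0.043 from limma), and its second probe gave -1.02. *Brca2* (NM_009765) was at -0.55 ± 0.05 (SD, n = 2) in Met-low and -1.69 ± 0.33 (SD, n = 2) in Met-high cells, with a log2 ratio of -1.13 (standard error 0.21, adjusted p = 0.046). Both Met-low arrays were above both Met-high arrays for each gene. The call of *Xpa* was lost with each array left out, and that of *Brca2* was kept only without Met-high replicate 2. The adjusted p of *Xpa* lay between 0.0581 and 0.123 with each array left out in turn and between 0.0309 and 0.191 over all alternatives without pairing. That of *Brca2* was 0.0705 without Met-low replicate 1, 0.0793 without Met-low replicate 2, 0.0735 without Met-high replicate 1 and 0.0651 after quantile normalization, in a range of 0.0153 to 0.197 over the same alternatives, the lower end being without Met-high replicate 2. The log2 ratio stayed between -1.11 and -0.86 for *Xpa* and between -1.37 and -0.90 for *Brca2*. These ratios are not corrected for the trend with gene length.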

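Lists of genes of melanocyte progenitors and of pigment synthesis, written from general knowledge, were also compared between the populations. They share genes with the heat maps that the authors printed from these same arrays. Among these are *Kit*, *Snai2* and *Sox9* in the progenitor list and *Oca2* and *Cited1* in the pigment list. To that extent the lists are not independent evidence. The list of neural crest and Schwann cell progenitor genes holds 20 genes, of which 12 passed the filter. Of these, 11 had a higher mean signal in Met-low and 1 in Met-high cells, with a median log2 ratio of -0.66. At an adjusted p under 0.05, 3 genes of the list passed over all genes tested and 7 when adjusted over the list alone. The list as a whole was lower in Met-high cells by limma's camera with a preset correlation of 0.01 (adjusted p = 3.1e-05 over 4 lists). Of the 19 genes of pigment synthesis, all of which passed the filter, 11 had a higher mean in Met-high and 8 in Met-low cells. Their median log2 ratio was 0.04, which turned to -0.12 after quantile normalization and to -0.10 with the percentile of detected probes, and camera gave an adjusted p of 0.71. At an adjusted p under 0.05, 3 of these genes passed over all genes tested and 4 when adjusted over the list alone. The difference of the neural crest and Schwann cell list also passed fry (adjusted p = 0.027, in a range of 0.0206 to 0.263 over the alternatives without pairing), which it did not with normexp, over genes detected on all arrays or with any array left out, and it did not pass camera with a correlation estimated from the arrays (adjusted p = 0.22). A list of cholesterol synthesis genes also passed fry and not the latter test, while a list of mitosis genes passed neither of these tests. The paper draws on its gene clusters, naming *Kit*, *Snai2*, *Sox9*, *Oca2*, *Hps1*, *Xpa* and *Brca2* among them. From these profiles it concludes that Met-low cells are closer to melanoblasts and that Met-high cells are differentiated to a certain extent. It also reports stronger pigmentation of Met-high cells. By RT-PCR it found more *Kit* and *Sox9* in Met-low cells, and by flow cytometry more Kit on them.

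**Figure D2:**
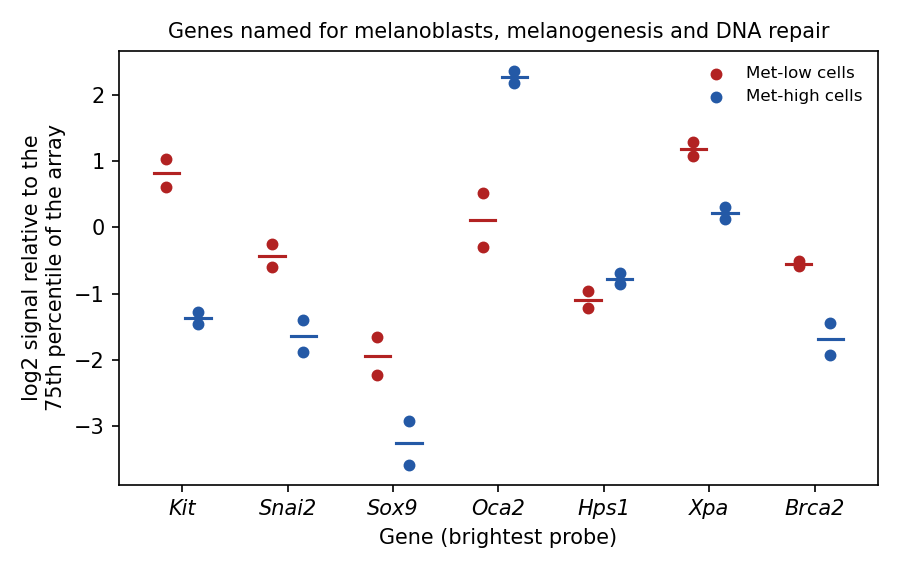
The log2 signal relative to the 75th percentile of each array is shown for the brightest probe of 7 genes, with 1 point per array and a line at the mean of the 2 arrays of a population. *Kit* lies between the means of 0.82 in Met-low and -1.37 in Met-high cells, *Oca2* between 0.11 and 2.27, and the populations of *Hps1* lie closest, at -1.09 and -0.78.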

We confirmed the expressions of several genes by quantitative RT-PCR (Figure 2C). The *Kit* genes play a critical role in the migration and survival of melanoblasts. *Sox10, Pax3* and *Mitf* genes are key regulators of melanocyte development [19, 24], and regulate Met expression in melanocytes and melanoma cells [15, 25]. The expressions of *Kit* and *Sox9* genes were higher in Met-low than in Met-high cells, whereas no significant difference was seen in the expressions of *Mitf* (Figure 2C), *Sox10* and *Pax3* genes (not shown). Consistently, the dual analysis of the cell surface Met and Kit indicated the cells were composed of two major populations characterized by Kit-high/Met-low and Kit-low/Met-high (Figure 2D).

Next, we addressed the sensitivity of Met-low and Met-high cells to the cytotoxic anticancer drugs cisplatin (DNA cross-linking drug) and dacarbazine (DNA alkylating drug), because xenobiotic transporters *Abcb1* and *Abcg2* genes known to cause multi-drug resistance [26, 27] were higher in the Met-low population than in the Met-high population (Figure 2E). Unfractionated cells were cultured for either 3 or 7 days in the absence or presence of 10 μM cisplatin or 1 mM dacarbazine, and surviving cells were analyzed for cell-surface Met expression (Supplementary Figure S1A). In the presence of cisplatin, the Met-high population was clearly decreased and had largely disappeared after 7 days. The same result was obtained for cells cultured in the presence of dacarbazine. The populations of dead cells and apoptotic cells increased following treatment with either cisplatin or dacarbazine, and the numbers were higher in Met-high cells than in Met-low cells (Supplementary Figure S1B). Thus, compared with Met-high cells, Met-low cells were more resistant to chemotherapeutic agents, and the higher expressions of *Abcb1* and *Abcg2* in Met-low cells could have participated in this resistance.

### Higher angiogenic and growth properties in Met-low populations

To examine the tumor characteristics of Met-low and Met-high cells *in vivo*, Met-low and Met-high cells obtained after cell sorting were inoculated in the left and right subcutaneous regions, respectively, per each of the C57BL/6 syngenic mice. Both Met-low and Met-high cells formed tumors at a rate of 100%, when subcutaneously inoculated at 100 cells/site (n = 4). However, Met-low cells formed tumors more efficiently than Met-high cells when subcutaneously inoculated at 10 cells/site (100% (11/11) in Met-low cells and 72.7% (8/11) in Met-high cells). Tumors from Met-high cells were highly pigmented, while the tumors from Met-low cells were mostly non-pigmented with the exception of partially pigmented regions (Figure 3A). Immunohistochemical analysis of Met expression showed that Met expression levels were maintained in tumor tissues after 28 days post-inoculation (Figure 3B). Tumor cells derived from Met-low populations showed a low level of Met expression, while tumor cells derived from Met-high populations showed a high level of Met expression.

**Figure 3:**
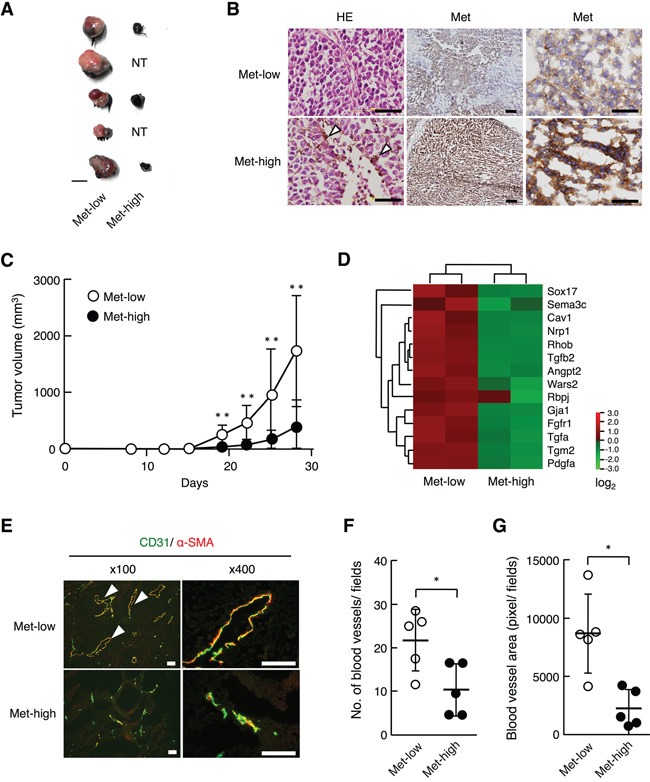
Tumorigenicity and tumor growth of Met-low and Met-high cells subcutaneously implanted in syngenic mice **A.** Appearances of tumors. Tumors developed from Met-low (left side) (n = 11/11) and Met-high (right side) (n = 8/11) cells in the same mouse are indicated in pairs. NT, no tumor. A scale bar, 10 mm. **B.** Histological appearance and Met expression in subcutaneous tumors. Arrowheads indicate pigmented cells. Scale bars, 50 μm in left and right panels; 200 μm in middle panels. **C.** Growth of tumors derived from Met-low (n = 11) and Met-high (n = 11) cells. In independently performed same experiment, substantially the same results were obtained. Each value represents the mean ± SD. **p < 0.01 by Student's *t*-test. **D.** Expression profile of genes characteristic to “blood vessel morphogenesis” in Met-low and Met-high cells. **E.** Blood vessels in subcutaneous tumors, as evaluated by immunohistochemistry for CD31 (green) and α-smooth muscle actin (α-SMA) (red). Arrowheads indicate vascular structures. Scale bars, 50 μm. **F**, **G.** Blood vessel density (F) and area of blood vessels (G). The blood vessel density and area were determined using immunohisotochemical data of individual tumors from Met-low (n = 5) or Met-high (n = 5) cells. The area for luminal structures closed by CD31-positive endothelial was measured by image analysis. *p < 0.05 by Student's *t*-test. In independently performed same experiment, substantially the same results were obtained.

The tumor volume in the Met-low cells became much larger than in the Met-high cells 28 days post-inoculation (Figure 3C), indicating a more rapid growth potential in Met-low than in Met-high cells. We noticed a higher expression of genes characterized as “blood vessel morphogenesis” and “regulation of angiogenesis” in Met-low cells than in Met-high cells (Figure 3D, Supplementary Table S3), and, therefore, we analyzed tumor-associated angiogenesis by immunohistochemical staining of CD31-positive endothelial cells and α-smooth muscle actin-positive pericytes. 

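The authors chose the genes of Figure 3D from these same arrays too, so their ratios are not independent evidence. Of the 14 genes printed for blood vessel morphogenesis in Figure 3D, 12 had a higher mean signal in Met-low cells, 11 by more than 2-fold, and 7 passed an adjusted p under 0.05 in limma, with both Met-low arrays above both Met-high arrays in 12. For 4 of them Met-high cells had no array well above background, so that the size of the change is uncertain. *Gja1* was at least 2.00-fold higher in Met-low cells (adjusted p = 0.0067), *Tgfa* at least 2.52-fold (adjusted p = 0.029) and *Sox17* at least 2.49-fold (adjusted p = 0.040), and *Cav1* had the calculated ratio given with Figure 2A. The log2 signal of *Sox17* was -2.81 and -4.77 on the Met-low arrays, and another probe of *Sox17* was not well above background on any array. The log2 ratio of *Nrp1* (NM_008737) was -1.63 (standard error 0.23, adjusted p = 0.024). *Sema3c*, which was well above background on 1 of 2 Met-high arrays, had a log2 ratio of -2.41 (standard error 0.87, adjusted p = 0.17). The brightest probes of *Tgm2* and *Fgfr1* had a higher mean in Met-high cells, while other probes of these genes were lower there. For *Tgm2*, the log2 ratios of its probes were 0.12 and -1.78.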

The vascular structures of the endothelial cells surrounded by pericytes are abundant in Met-low tumors, whereas the vascular structures of endothelial cells were poorly surrounded by pericytes in Met-high tumors (Figure 3E). The blood vessel density was higher in Met-low than in Met-high tumors (Figure 3F), and the vascular areas surrounded by endothelial cells were much larger in Met-low than in Met-high tumors (Figure 3G) (*P* < 0.05, Mann-Whitney's test). These results suggest that the formation of functional blood vessels may be attributable to the higher growth potential of tumors from Met-low cells.

To know whether selective suppression of Met might influence tumor growth properties, Met-high cells were subjected to the stable expression of shRNA targeting Met (sh-Met) or non-targeting shRNA (Non-target). The knockdown of cell-surface Met expression was confirmed by flow cytometry (Supplementary Figure S2A). When Met-low and Met-high cells (Met-high, sh-Met or Non-target) were inoculated in the left and right subcutaneous regions, respectively, Non-target, sh-Met, and Met-high cells all showed lower tumor growth than that in Met-low cells (Supplementary Figure S2B). These results indicate that a change in Met expression alone does not regulate the difference in the tumor growth properties between Met-low and Met-high cells.

### Highly metastatic properties of Met-high populations to the lung

We next addressed whether Met-low and Met-high populations might show different metastatic potentials. Met-low and Met-high cells isolated after cell sorting were cultured for 3 weeks (or 6 weeks in the case of cells expressing shRNA, see below), then 10^5^ cells per mouse were injected into the tail veins (n = 13–15 for each experimental group), and the incidences of metastasis to the lungs were analyzed 21 days later. The number of lung metastasis was much higher in Met-high cells (39.1 ± 31.4 per mouse) than in Met-low cells (8.3 ± 10.2 per mouse) (Figures 4A, 4B) (*P* < 0.01, Tukey's test). Histological analysis indicated that tumors from Met-low cells were not pigmented, whereas tumors from Met-high cells were highly pigmented (Figure 4C). The number of lung metastases was significantly suppressed in Met-high cells expressing sh-Met but not in Met-high cells expressing Non-target (Figure 4B). Thus, Met contributes to the lung metastasis of melanoma cells.

**Figure 4:**
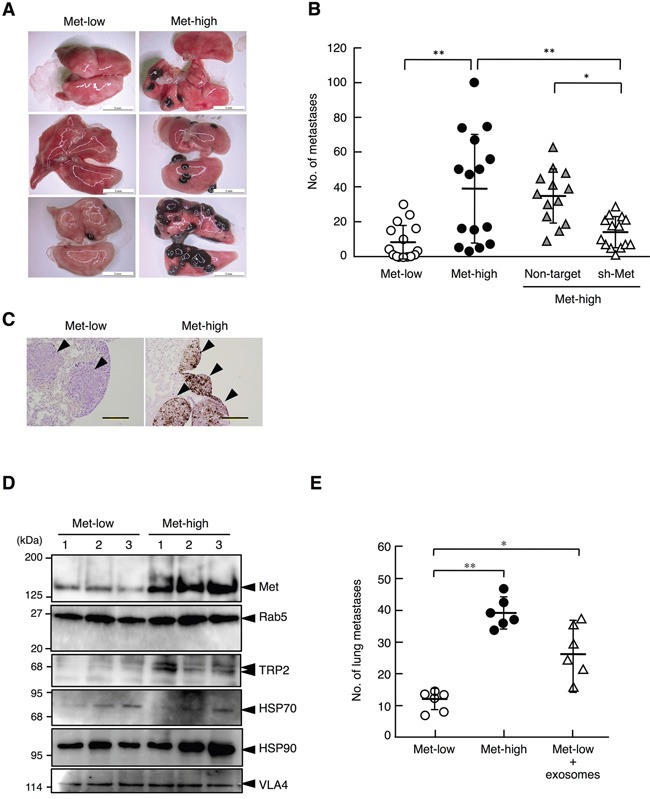
Lung metastasis of Met-low and Met-high cells injected into tail vein **A.** Appearance of metastases in lungs. Scale bars, 5 mm. **B.** The number of metastases in lungs. Met-low (n = 15), Met-high (n = 15), and Met-high cells expressing non-target shRNA (Non-target) (n = 13) or Met-targeting shRNA (sh-Met) (n = 14) were used. **p < 0.01 and *p < 0.05 by Tukey's test. In independently performed three sets of same experiments using a smaller number of animals (n = 2 - 6 for each experimental group), substantially the same results were obtained, and values were combined. **C.** Different pigmentation in metastatic tumors in the lung. Scale bars, 200 μm. **D**, Protein levels in exosomes derived from Met-low and Met-high cells. Protein levels were analyzed by Western blot and Rab5 was used as markers to indicate the amount of exosomes. Substantially same results were obtained in an independently performed experiment using independently prepared exosomes. **E.** The effect of Met-high cell-derived exosomes on metastasis of Met-low cells to the lung. Mice were injected with saline or Met-high cell-derived exosomes for three weeks. Met-low cells were injected two weeks after the treatment with exosomes and lung metastasis was analyzed three weeks post-inoculation. n = 6 in each experimental group. **p < 0.01 and *p < 0.05 by Tukey's test.

A previous study indicated that Met in exosomes released from B16-F10 melanoma cells induces a premetastatic niche formation in lungs, thereby facilitating lung metastasis of melanoma cells [16]. Therefore, we prepared exosomes and analyzed Met protein levels in exosomes derived from Met-low and Met-high cells. Exosomes obtained from Met-low and Met-high cells showed an average size of 110.3 and 112.9 nm in diameter, respectively (Supplementary Figure S3A). The zeta potential values for exosomes from Met-low and Met-high cells were −35.1 and −31.1 mV, respectively, suggesting slightly different electrostatic characteristics (Supplementary Figure S3B). In Western blot analysis, similar Rab5 protein levels indicated that similar amounts of exosomes were released from Met-low and Met-high cells (Figure 4D). In addition to the Met level, the levels of TRP2, HSP70, HSP90, and VLA4 were analyzed, because exosomes from subjects with advanced-stage malignant melanoma contained higher levels of these proteins [16]. The exosomes prepared from Met-high cells contained much higher Met protein than those prepared from Met-low cells. TRP2 and HSP90 were found in larger amounts in the exosomes in Met-high cells than in Met-low cells. Furthermore, the number of lung metastases of Met-low cells was increased to 2.2-fold higher levels by the pretreatment of mice with exosomes derived from Met-high cells (Figure 4D). These data strongly suggest that the Met in exosomes contributes to the lung metastatic potential of Met-high cells.

In addition to lung metastasis, we found that Met-low and Met-high cells showed different metastatic potentials to organs other than the lungs (Figures 5A, 5B, Supplementary Table S5), though the overall absolute number of metastases was much smaller compared with lung metastasis. Met-low cells formed several metastases in the liver, kidney, and subcutaneous tissues (3.9 ± 2.2 per mouse), whereas Met-high cells showed either no metastasis or only a small number of metastases in the liver and subcutaneous tissues (0.7 ± 1.3 per mouse). The metastases derived from Met-low cells were not pigmented, while metastases from Met-high cells were (Figure 5A). The number of metastases of Met-low cells was not significantly changed by shRNA expression targeting Met (Figure 5B, Supplementary Table S5). Thus, Met-low populations include a small number of subfractions, which have metastatic potential for organs other than the lungs. Taken together, these results indicate a clear difference between Met-low and Met-high cells with respect to organ tropism in metastasis and Met is functionally involved in highly metastatic potential to the lungs in Met-high cells.

**Figure 5:**
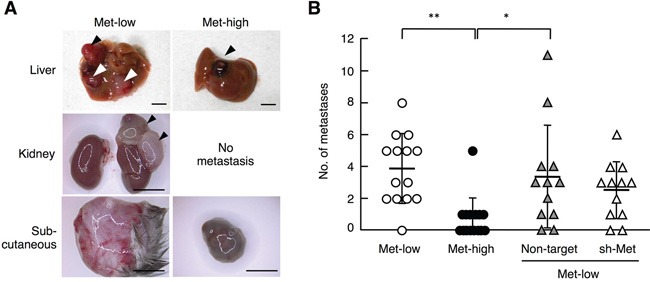
Metastasis of Met-low and Met-high cells to organs other than lungs **A.** Appearance of metastases in the liver, kidney, and subcutaneous (Sc) tissue. Arrowheads indicate tumors. Scale bars, 5 mm. **B.** The number of metastases in various tissues except lungs. Met-low (n = 14), Met-high (n = 15), and Met-high cells expressing non-target shRNA (Non-target) (n = 12) or Met-targeting shRNA (sh-Met) (n = 12) were used.**p < 0.01 and *p < 0.05 by Tukey's test. In independently performed three sets of same experiments using a smaller number of animals (n = 2 - 6 for each experimental group), substantially the same results were obtained, and values were combined.

### Hierarchical phenotypical changes from Met-low into Met-high populations

Next, we addressed whether each population is in a static state or in dynamic equilibrium. Met-low and Met-high cells were sorted by flow cytometry, subjected to clonal growth from a single cell, and the cell-surface Met expressions were analyzed in each population 21 days later (Figure 6, Supplementary Figure S4). The Met expression was divided into 3 groups according to the following categories (Figure 6A): “Met-low,” more than 85% of the total cells show a fluorescent intensity of less than 300; “Met-high,” more than 85% of the total cells show a fluorescent intensity of more than 300; and, “Met-dim,” intermediate cells between Met-low and Met-high.

**Figure 6:**
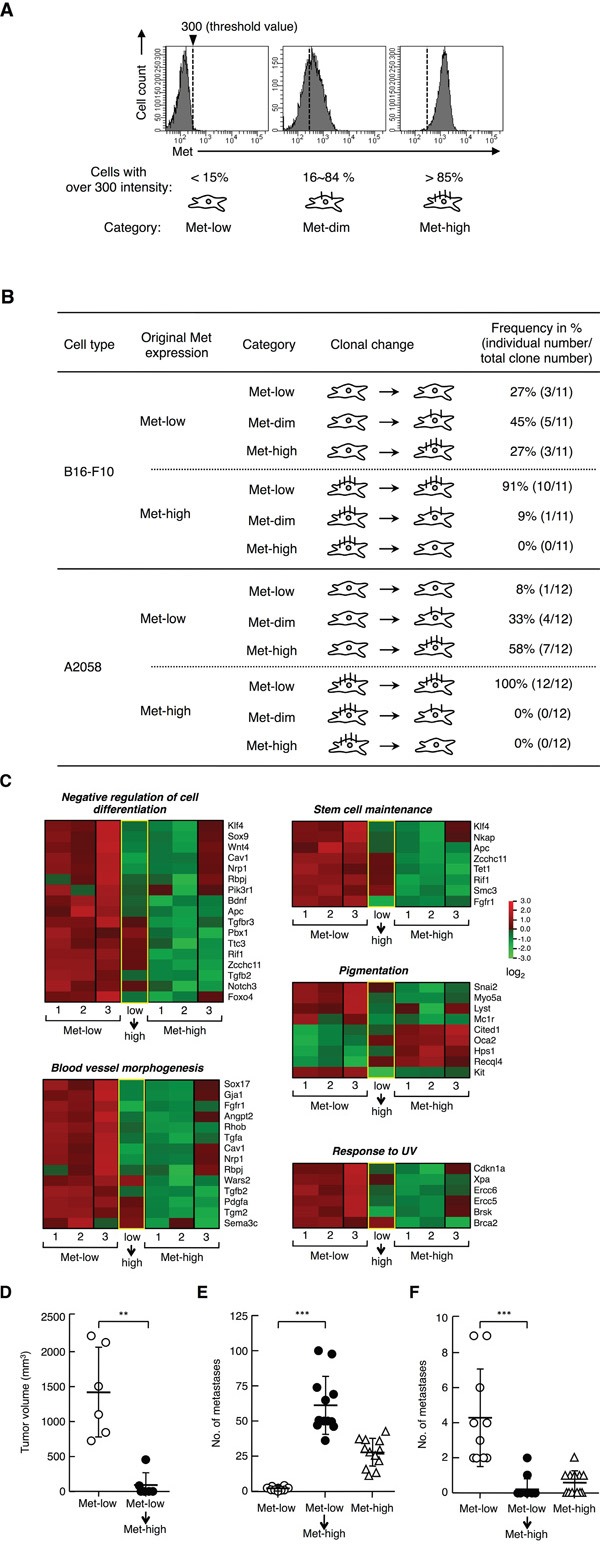
Clonal change in Met expression, gene expression profile, and tumor characteristics of Met-low and Met-high populations **A.** Representative histographical profiles defined as “Met-low,” “Met-dim,” or “Met-high.” The threshold value for fluorescence intensity for Met expression was set at 300, and the cells were divided into 3 groups: “Met-low,” more than 85% of the total cells show a fluorescent intensity of less than 300; “Met-high,” more than 85% of the total cells show a fluorescent intensity of more than 300; and, “Met-dim,” intermediate cells between Met-low and Met-high. **B.** Change in Met expression during clonal expansion of B16-F10 and A2058 cells. Met-low and Met-high cells were sorted by flow cytometry, individually subjected to the clonal growth from a single cell, and cell-surface Met expression was analyzed in each population 21 days (B16-F10) or 28 days (A2058) later. Eleven (B16-F10) or twelve (A2058) clonal cell populations derived from Met-low and Met-high cells were analyzed. Met-low or Met-high clonal cells were obtained by independently performed cell sorting in twice. **C.** Comparison of gene expression profiles between Met-low, Met-high, and the Met-high cells transitted from Met-low (low→high). Among three samples in Met-low or Met-high, the data for two samples (lane 1 and 2) were taken from the same data sets used in Figure 2A and 3D. **D.** Tumor growth. Tumor growth by Met-low cells (n = 6) and the transitted Met-high cells (Met-low→Met-high) (n = 6). Met-low and transitted Met-high cells were inoculated in the same mouse in pairs. *p < 0.01 by Mann-Whitney's test. **E**, **F.** Metastasis to the lungs (E) and organs other than the lungs (F). Met-low (n = 10), Met-high (n = 12), and the transitted Met-high (Met-low→Met-high) (n = 12) cells were used. ***p < 0.0001 and **p < 0.01 by Tukey's test. The experiment was independently performed for three times (n = 2 - 4 for each experimental groups), substantially similar results were obtained, and values were combined.

Of the 11 clonal populations derived from Met-low single cells, 3 populations stayed in Met-low, 5 populations were changed to transitional, and 3 populations were changed to Met-high (Figure 6B, Supplementary Figure S4). In contrast, of the 11 clonal populations derived from Met-high cells, one population was changed to Met-dim, and 10 populations stayed in Met-high. Thus, the Met-low populations were composed of both self-renewing clones and clones changeable from Met-low to Met-high cells. In contrast, most of the Met-high populations were stable, and no clonal population was changed from Met-high to Met-low. These results indicate the hierarchical phenotypic changes from Met-low into Met-high populations.

We next addressed whether the hierarchical change in Met expression could be observed in human malignant melanoma cells. Met expression in A2058 melanoma cells was relatively heterogeneous, and a re-analysis of Met-low and Met-high cells after cell sorting indicated that Met-low and Met-high cells existed as different populations (Supplementary Figure S5A). These populations were subjected to clonal growth, and the cell-surface Met expression was analyzed 28 days later (Figure 6A, Supplementary Figure S5B). Among the 12 clonal populations derived from Met-low cells, one clonal population stayed in Met-low, whereas 11 clonal populations changed to Met-dim or Met-high. In contrast, all 12 clonal populations derived from Met-high stayed in Met-high. Thus, the hierarchical phenotypical changes from Met-low into Met-high populations were observed not only in B16-F10 mouse melanoma cells but also in A2058 human malignant melanoma cells.

A previous study indicated that HGF facilitates resistance to BRAF inhibitor in malignant melanoma cells with an oncogenic BRAF mutation [3, 4]. HGF enhanced the survival of A2058 cells harboring a mutant BRAF in the presence of BRAF inhibitor (vemurafenib) in both Met-low and Met-high cells (Supplementary Figure S6A), and higher survival/resistance was seen in Met-high cells than in Met-low cells at varying concentrations of vemurafenib (Supplementary Figure S6B). The increases in dead and apoptotic cells by vemurafenib were larger in Met-low cells than those in Met-high cells (Supplementary Figure S6C). Thus, the higher Met activation status in Met-high cells than in Met-low cells facilitates resistance to BRAF inhibitor.

Finally, we examined whether clonal transition from Met-low to Met-high cells might be accompanied by a change in tumor characteristics. The Met-high cells that had clonally transitted and expanded from Met-low cells (low→high) were subjected to analyses for a gene expression profile, tumor growth and metastasis. Microarray analysis indicated that the expression of the characteristic genes in the transitted cells showed a transitional profile or closer profile to that of Met-high cells than to Met-low cells (Figure 6C). In subcutaneous tumor growth assays, tumor growth in the transitted cells was much less than that in the Met-low cells (Figure 6D), which is consistent with tumor growth characteristics in Met-low and Met-high cells (Figure 3C). Following intravenous injection, the transitted cells and Met-high cells formed much larger numbers of lung metastases, compared with the Met-low cells (Figure 6E). Met-low cells formed several metastases in organs other than the lungs, whereas the transitted and Met-high cells formed no, or only a few, metastases in organs other than the lungs (Figure 6F, Supplementary Table S6). Thus, the clonal transition from Met-low to Met-high was accompanied with the changes in gene expression profiles, tumor growth, and metastasis.

## DISCUSSION

Melanomas are highly heterogeneous tumors, but the mechanisms for a phenotypic change remained mostly unknown [28]. Analysis of patient-derived xenograft models have shown that phenotypical heterogeneity is reversible within advanced malignant melanoma cells [5, 6]. Consistently, we found that phenotypical heterogeneity characterized by Met expression level is dynamically changed in a cell-intrinsic manner. However, this phenotype change is hierarchical from Met-low to Met high populations. Considering the stem-like gene expression profiles in Met-low populations and the pigmented phenotype in Met-high populations, the cell-intrinsic and hierarchical change from Met-low cells to Met-high cells could be driven by a program reflecting melanocyte development, and this might explain the phenotypic diversity of some cases of melanomas.

Previous studies have indicated that Met functions in cancer stem cells in several cancer cell types, such as colon cancer, prostate cancer, and glioblastoma [29–31]. HGF enhances the epithelial-mesenchymal transition [9–11]. SOX9 participates in the cancer stem cell state and maintains mesenchymal features in some cancers [32]. In the present study, we found that Met is rather expressed in melanoma cells characterized by more differentiated phenotypes such as pigmentation, lower Kit and Sox9 expression. This discrepancy may relate to the particular developmental characteristic of melanocytes, i.e., Met is not expressed in melanoblasts, while the Met expression is induced during melanocyte development by *Mitf* genes [15, 25].

The metastatic characteristics of Met-low and Met-high melanomas differed in organotropism. Met-high cells metastasize mostly to the lungs, whereas Met-low cells metastasize to the liver, kidney, and other tissues. The low frequency of multi-organ metastasis of Met-low cells suggests that only a small population of Met-low cells can metastasize to multiple organs. Identification and characterization of theses cells could lend a better understanding of the multi-organ metastatic potential of melanomas. On the other hand, our results indicate that the highly metastatic potential of Met-high cells functionally required Met expression. Consistent with the previous report describing that exosome-packaged Met from B16-F10 melanoma forms a pre-metastatic niche in lungs [16], we found that exosomes derived from Met-high cells contained much higher levels of Met than those from Met-low cells (Figure 4D), and the number of lung metastases of Met-low cells was increased by the pretreatment of mice with exosomes derived from Met-high cells (Figure 4E). These data strongly suggested that the Met in exosomes functionally contributed to the lung metastatic potential of Met-high cells.

Tumor-associated angiogenesis differs between Met-low and Met-high melanomas. Tumors from Met-high cells developed vascular structures without pericytes. This might be explained by the low expression of platelet-derived growth factor (PDGF) and angiopoietin-2 (Angpt2), because the former facilitates the recruitment of pericytes and the latter induces sprouting angiogenesis [34, 35]. On the other hand, Met-low cells expressed proangiogenic factors at a higher level and tumors from Met-low cells developed more vascular networks surrounded by pericytes. This vascularization in Met-low tumors may function more normally and can support a larger growth potential of Met-low tumors. Instead, the vascular structures lacking pericytes in Met-high tumors may allow transendothelial movement of tumor cells, thereby facilitating intravasation/extravasation of tumor cells during metastatic colonization.

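The arrays hold probes for the genes of 4 PDGF chains. *Pdgfa* (NM_008808) had a log2 signal of 2.14 ± 0.07 (SD, n = 2) in Met-low and -0.0008 ± 0.43 (SD, n = 2) in Met-high cells, a log2 ratio of -2.14 (standard error 0.24, adjusted p = 0.015 from limma), and its second probe also gave -2.14. *Pdgfb* (NM_011057) differed by -0.53 (standard error 0.19, adjusted p = 0.17), with both Met-low arrays above both Met-high arrays. *Pdgfc* and *Pdgfd* were not well above background on any array. *Angpt2* (NM_007426) was at 1.88 ± 0.21 (SD, n = 2) in Met-low and 0.57 ± 0.11 (SD, n = 2) in Met-high cells, a log2 ratio of -1.31 (standard error 0.18, adjusted p = 0.024). With each array left out in turn, the log2 ratio lay between -2.45 and -1.84 for *Pdgfa* and between -1.46 and -1.16 for *Angpt2*. Without a filter on dim probes the adjusted p was 0.099 for *Pdgfa* and 0.129 for *Angpt2*, the upper ends of ranges over the alternatives without pairing that began at 0.000855 and 0.0143. These values come from cultured cells, not from tumors.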

Malignant melanoma is one of the most chemoresistant tumors, and why melanomas are particularly insensitive to chemotherapeutic agents remains poorly understood [36, 37]. Xenobiotic transporters ABCB1 (also known as MDR1 or P-glycoprotein) and ABCG2 (also known as breast cancer resistance protein) plays a major role in drug resistance against chemotherapeutic agents [26, 27, 38, 39]. The higher expression levels of ABCB1 and ABCG2 in Met-low cells may explain, at least in part, why Met-low cell populations are more resistant to chemotherapeutic agents than Met-high cell populations. On the other hand, malignant melanoma harboring a mutant BRAF responds to RAF inhibitors, but the tumors often recur within a certain period of treatment [3, 39]. Expression of HGF and activation of Met confers resistance to BRAF inhibitors in patients [3, 4]. Met-high cell populations show a higher survival rate compared with Met-low cell populations in the presence of BRAF inhibitor (Supplementary Figure S6). Thus, Met-low and Met-high populations have shown resistance to chemotherapeutic and molecular-targeted agents in different ways, in which progenitor cell characteristics and Met activation participates in drug-resistance.

Finally, cell-intrinsic and hierarchical change in Met expression and the associated gene expression profiles could be a mechanism that might help explain the intrinsic diversity and plasticity in tumor growth, metastasis, and drug resistance in malignant melanomas. Elucidation of the mechanism by which Met expression in individual cells is regulated overall in a certain equilibrium between Met-low and Met-high cell populations may facilitate further understanding of the intrinsic nature of malignant melanomas.

## MATERIALS AND METHODS

### Cell culture, exosome preparation, shRNA expression, and reagents

Cells were obtained from the American Type Culture Collection. B16-F10 cells were cultured in RPMI1640 medium supplemented with 10% (v/v) fetal bovine serum. A2058 cells were cultured in DME medium supplemented with 10% (v/v) fetal bovine serum and 2 mM glutamine. For analysis of Met expression in clonal cell populations, cells sorted by flow cytometry were first cultured on a 96-well plate at a density of one cell/well, and were then cultured for 3–4 weeks. Mouse Met shRNA sense sequences were obtained from the Broad Institute TRC shRNA library (Table 1). For exosome preparation, the culture supernatant was centrifuged at 500 × g for 10 min, and filtered through a 0.22-μm filter membrane. The filtrate was centrifuged at 20,000 × g for 20 min, and exosomes were collected by centrifugation at 100,000 × g for 70 min. The particle size and the zeta potential of exosomes were analyzed using a ZETASIZER NANO (Malvern Instruments, Worcestershire, UK). Lentiviral vector encoding shRNA were prepared using HEK-293 cells, and cells transfected with the lentiviral vector were cultured in the presence of 0.5–1.0 μg/ml puromycin for more than 7 days. Cisplatin and dacarbazine were obtained from WAKO Pure Chemicals. Vemurafenib and a BCA Protein Assay Kit were obtained from Selleckchem and Pierce Biotechnology, respectively.

**Table 1:** Sense and antisense sequences for shRNA

Purpose	Sense	Anti sense
Non-target	GCGCGATAGCGCTAATAATTT	AAATTATTAGCGCTATCGCGC
sh-Met	CGGGATTCTTTCCAAACACTT	AAGTGTTTGGAAAGAATCCCG

### Flow cytometry and antibodies

Cells were stained using either a rat anti-mouse Met-PE antibody, a rat anti-human Met antibody (eBiosciences, code: 12-8854-82, clone eBioclone 7, or code: 14-8858-80, clone eBioclone 97), or an anti-mouse Kit antibody (eBiosciences, code: 14-1172-81, clone ACK2). Secondary antibodies conjugated with phycoerythrin (PE) or allophycocyanin (APC) were used (Santa Cruz). Isotype controls were used to set the background. Live-cell selection was accomplished using 7-AAD (BD biosciences). Cells were analyzed and/or sorted on a FACS canto II, a FACS Aria II (Becton Dickinson) or with a JSAN cell sorter (Bay Bioscience, Kobe, JAPAN). Cell cycles were determined using a Cell-Cycle Phase Determination Kit (Cayman Chemical, Ann Arbor, MI). Apoptotic cells were stained using an Annexin V-FITC Apoptosis Kit (BioVision, Milpitas, CA).

### Microarray analysis

Microarray analyses were performed using the Whole Mouse Genome (4 × 44k, G4846A) Oligo Microarray, according to the Agilent 60-mer Oligo Microarray Processing Protocol (Agilent Technologies). Total RNA samples (200 ng) were used to prepare Cy3-labeled cRNA using a Low RNA Input Fluorescent Linear Amplification Kit (Agilent Technologies). Fluorescence-labeled cRNAs were purified using an RNeasy RNA Purification Kit (Qiagen Inc., Hilden, Germany). 

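Across 11947 genes with a value on every array, Pearson's r of the log2 signals was 0.990 between the Met-low arrays and 0.990 between the Met-high arrays, and between 0.967 and 0.976 for a Met-low array against a Met-high array. These correlations run across genes, which are not independent replicates. Between the arrays of one population, 274 genes differed by more than 2-fold in Met-low and 375 in Met-high cells, and the median SD between replicates was 0.18 on the log2 scale. Without regard to size, both arrays of one population lay above both arrays of the other for 58.4% of the 11958 genes compared, while chance gives 33.3%. Met-low arrays were the higher ones for 2706 of these genes and Met-high arrays for 4275, which depends on the scaling, since with the 75th percentile over detected probes alone the counts were 3859 and 2798.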

Two independent RNA samples were used to confirm the reproducibility of the microarray analyses. The images were analyzed using Feature Extraction Software (Ver. 10.7.3.1) and GeneSpring GX 11.5 software (Agilent Technologies). Normalization was performed as follows: (i) intensity-dependent Lowess normalization; (ii) data transformation, with measurements set to ≤0.01; (iii) per-chip 75th-percentile normalization of each array; and, (iv) per-gene: normalized to the median of each gene. Genes differently expressed more than twice between Met-low and Met-high populations were selected and used for the gene ontology enrichment analysis. Gene ontology (GO) enrichment analyses were performed using DAVID Bioinformatics Resources 6.7. The raw and processed data were deposited in the Gene Expression Omnibus (GEO) database (access ID: GSE69741).

### Tumor growth and metastasis assay

Five week-old female C57BL/6 mice (SLC, Shizuoka, Japan) were used. Met-low and Met-high cells were prepared via 2 successive cell sortings. For subcutaneous growth, 10, 50, or 100 cells in 50 μl culture medium were mixed with 50 μl of growth factor-reduced matrigel, and subcutaneously injected bilaterally. Tumor volume was analyzed on day 35 or within 35 days after the inoculation unless otherwise specified. For metastasis assay, 10^5^ cells in 100 μl of PBS were injected into the tail veins, and the degrees of metastases were analyzed 21 days later. All animal experiments were performed in accordance with the animal experiments guidelines of Kanazawa University.

### Histological analysis

For immunostaining of Met, frozen sections were fixed with methanol, tissue sections were incubated with PBS containing 3% bovine serum albumin for 30 min, washed with PBS, and incubated overnight with rabbit anti-Met antibody (Santa Cruz, code: sc-162, clone SP-260) in PBS containing 0.5% bovine serum albumin and 0.1% Tween-20 at 4 °C. After washing, sections were incubated with EnVision+ System-HRP Labeled Polymer (DAKO, code: K4002, Glostrup, Denmark). Immunocomplexes were visualized using an IMMPACT DAB kit (VECTOR, code: SK-4105, PE2 6XS, UK) and nuclei were stained with hematoxylin. For blood vessel staining, frozen sections were fixed with methanol, then treated with rat anti-CD31 (BD, code: 557355, clone MEC13.3) and mouse anti-α-smooth muscle actin (DAKO, code: M0851, clone 1A4, Glostrup, Denmark) antibodies were diluted via a Vector^®^ M.O.M.™ Immunodetection Kit (Vector Laboratories, Burlingame, CA). Sections were analyzed using a Biozero BZ-9000 (KEYENCE, Osaka, Japan).

### Quantitative PCR

Total RNA was prepared using Sepasol RNA (Nacalai Tesque, Kyoto, Japan), and RNA were reverse transcribed using Superscript III Reverse Transcriptase and Oligo(dT) primer (Invitrogen). Quantitative PCR reactions were performed in triplicate using SYBR-green dye (Roche Diagnostics) with the 7500 Sequence Detection System (Applied Biosystems, Streetsville, ON, Canada). The transcription level of β-actin was used for normalization. The primer sequences are listed in Table 2.

**Table 2:** Primer sequences for RT-PCR

Genes	Forward	Reverse
*abcg2*	TCGCAGAAGGAGATGTGTTG	TTGGATCTTTCCTTGCTGCT
*actb*	AGCCATGTACGTAGCCATCC	CTCTCAGCTGTGGTGGTGAA
*kit*	ATCCCGACTTTGTCAGATGG	AAGGCCAACCAGGAAAAGTT
*met*	CTACACCCCAGCCCAAACTA	TGAATTTGAGCGATGCTGAC
*mitf*	AGCCAGCAGGTCAGATCCTA	GGTGGGAAAGACATCCAAGA
*sox9*	ATAAGTTCCCCGTGTGCATC	TACTGGTCTGCCAGCTTCCT
*stx3*	TCAGTCACCCAGCATTCAAG	GCCCTTCATATGTGGCATTT

### Western blotting

Western blotting was performed as described elsewhere [40]. Briefly, a PVDF membrane was incubated with 5% bovine serum albumin for 2 h, and then incubated overnight at 4 °C with primary antibodies. After washing 3 times, the membrane was incubated for 1 h with species-specific horseradish peroxidase-conjugated antibodies, and developed with ECL detection reagent (ImmunoStar, Wako Pure Chemical). For detection of Met tyrosine phosphorylation, cell lysate was subjected to immunoprecipitation with mouse anti-Met (code:#3127, clone 25H2) antibody (Cell Signaling Technology, Beverly, MA) and phospho-Met was detected using rabbit anti-phospho-Met (Y1234/Y1235) (code:#3077, clone D26) antibody (1:1000 dilution, Cell Signaling Technology). Immune complexes were recovered with Protein G-Sepharose beads (Zymed Laboratories, South San Francisco, CA). For exosome analysis, antibodies against Met (25H2), Rab5 (rabbit, code:#5347, clone C8B1) (1:1000 dilution, Cell Signaling Technology), TRP2 (rabbit, code: BS3320, clone K89, 1:1000 dilution, Bioworld, Louis Park, MN), HSP70 and HSP90 (mouse, code: SPA-810-D and ADI-SPA-830, clone C92F3A-5 and AC88, 1:1000 dilution, Enzo Life Sciences, Farmingdale, NY), and VLA4 (rat, code: ab25247, clone PS/2, 1:1000 dilution, Abcam, Cambridge, MA, USA) were used. Can Get Signal^®^ (TOYOBO, Osaka, Japan) was used for the dilution of antibodies.

### Statistical analysis

Error bars represent the means ± standard deviation. Mouse experiments were performed in duplicate using at least 4 mice per treatment group. Multiple-group comparisons were analyzed using either a Tukey's test or ANOVA. Two group comparisons were analyzed using either a Student's *t*-test or a Mann-Whitney's U test using Prism 6 software. A *P* < 0.05 was considered significant.

## SUPPLEMENTARY FIGURES AND TABLES

## Abbreviations

HGF: hepatocyte growth factor
PE: phycoerythrin
GO: gene ontology
GEO: gene expression omnibus
ANOVA: analysis of variance
ABC: ATP-binding cassette.

How the deposited data were processed for this re-analysis (not part of the article)

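Gene expression was measured on 4 one-colour Agilent mouse arrays, 2 for Met-low and 2 for Met-high cells of the B16-F10 mouse melanoma line, cultured for 3 days after sorting. The authors deposited the scanner's Feature Extraction output of each array, in which every spot has a background-corrected Cy3 intensity on a linear scale, together with flags for outliers, saturation and signal well above background. The file headers name version 11.0.1.1 of that software, while the methods name another version. The authors also deposited a table of processed log2 values. Set against the scanner intensities, this table held the log2 intensity relative to the 75th percentile of each array, centred on the median of each probe over the 4 arrays, with slopes between 0.999 and 1.001 and with 93.0% to 99.5% of 39429 probes within 0.01 on the log2 scale. No further effect of the Lowess step that the methods list was visible in that comparison.

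From the scanner output, the background-corrected intensity was floored at 0.01, which changed 0 spots, taken to log2, and set relative to the 75th percentile of each array over spots that are not controls. Flagged spots (non-uniform or population outliers) were left out, and saturated spots would have been kept but there were 0. Spots of a probe were averaged. The files name probes by accession, and 27427 of 39429 probes matched a symbol in the RefSeq gene table of the mouse assembly GRCm38.p6, used only for names and for the length of each gene on the genome. Probes without a match, 12002 in all, were left out of the counts of genes. Where a gene had several probes, the one with the highest mean over all 4 arrays was used. Genes well above background on both arrays of at least 1 population were kept, 11958 in all.

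The populations were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, 2 arrays against 2, with Benjamini-Hochberg adjustment over all genes kept and a threshold of 0.05 on the adjusted p. Genes were also selected by a 2-fold difference of the group means without a test, as the paper did. With 2 arrays against 2, a permutation of the arrays has only 3 splits and cannot give a p under 0.05, so no such test is given. All p-values are two-sided. Lists of genes of pigment synthesis, of neural crest and Schwann cell progenitors, of cholesterol synthesis and of mitosis were compared with limma's camera at a preset correlation of 0.01, adjusted over the 4 lists. Ratios for a gene that was well above background on no array of one population are given as bounds, or, where the bound equalled the calculated ratio, as calculated ratios with that limit named. Such a bound holds for group means under the main background correction, and it does not cover the spread between arrays. The genes named are those the paper names in its text or prints in the heat maps of Figures 2A and 3D, the 5 genes in each direction with the largest change among those at an adjusted p under 0.05 whose arrays do not overlap, and members of the lists where a list is described. Some genes that this choice gave are not reported here. These rules, the lists, the tests and the alternatives not marked otherwise were fixed before the data were examined.

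The test was checked on simulated data for the comparison of Met-high against Met-low cells with 2 arrays each. Of 11958 simulated genes, 200 were changed by known amounts. The fit called 178 of these with the right sign (89%) and 23 unchanged genes. The 23 unchanged genes were a larger share of the calls than the adjusted p threshold of 0.05 aims at. The 89% holds only for the amounts planted. The simulation cannot speak to trends across whole arrays, such as the one with gene length, so it does not check the calls against these. Alternatives were a normexp background correction (offset 50), which used median intensities since the files hold no mean, quantile normalization, a 75th percentile over probes detected on all arrays, no filter or a stricter filter on dim probes, the floor set after scaling, flagged spots kept, the mean of a gene's probes, every probe by itself, the authors' processed values, each array left out in turn, the replicate number as a block, a mean-variance trend in eBayes, a 2-fold threshold beside the adjusted p, the methods' t-test, fry, and camera with an estimated correlation. With 1 array left in a population, that array was assumed to vary like those of the other population. Ranges given for single genes over the alternatives are those of limma under the changes of background, scaling, filter, probes and arrays. A slide or scan block was not possible, since there was 1 slide and 1 scan. Gene ontology enrichment was not analysed here. Table S1 as used here holds 885 of its 886 rows, so no overlap with it was computed, and Tables S1 and S2 were otherwise used for the authors' fold of single genes. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.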

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

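The tests of gene length and of scaling for the cholesterol synthesis genes, and of gene length for *Mbp*, were chosen only after the result was seen.

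Cholesterol synthesis genes, which the paper's text does not discuss although Table S4 lists a cluster of that name, had a higher signal in Met-high cells. Of 24 genes in the list, 23 passed the filter, 22 of these had a higher mean in Met-high cells, and the median log2 ratio was 0.642. At an adjusted p under 0.05, 5 passed over all genes tested and 14 when adjusted over the list alone. Limma's camera gave an adjusted p of 7.2e-07 and fry 0.00042, but camera with an estimated correlation gave 0.12, and fry did not pass without Met-low replicate 1 (0.081), Met-low replicate 2 (0.168) or Met-high replicate 1 (0.157). Gene length and brightness argue little for this difference, since the medians of 10000 random lists matched on both lay between -0.04 and 0.32 in their middle 95%, below the 0.642 of the list. The scaling between arrays was also tested. The median of the list less that of all genes was 0.527 after quantile normalization, against 0.546 before. Taking off the median of all genes removes a constant shift between arrays, so this measure cannot show the effect of one. The median of the list itself was 0.594 after quantile normalization and 0.497 with the percentile of detected probes. With the latter scaling, 6 genes rather than 14 passed when adjusted over the list alone. The place of the arrays on the slide stays open, because it cannot be told apart from the population, as does a difference between samples that 2 arrays per population cannot resolve. A higher expression of these genes in Met-high cells is therefore one possible explanation among these, and a hypothesis.

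*Mbp* (NM_010777), a myelin gene that the paper does not discuss, was 6.57-fold higher in Met-low cells, with a log2 ratio of -2.72 (standard error 0.17, adjusted p = 0.0066 from limma), and another probe, not well above background in Met-high cells, was at least 4.92-fold higher, while a further probe was not well above background in either population. By the brightest probe, both Met-low arrays lay above both Met-high arrays. Gene length stays open. The log2 ratio was -2.556 after the median of 1487 genes of like length and signal was taken off, but that median was only -0.16, so a single gene with a large ratio would stay far from it in any case. *Sox2* and *Foxd3* of the same list were not well above background in either population. Array position stays open too, and a difference between the populations remains a hypothesis.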

How the results depend on the processing

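The fold rule that asks every pair of arrays to differ and the setting of dim values at the detection bound were chosen only after the result was seen. The cause of each change below was not tested, except where fewer genes or arrays entered by construction.

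In every alternative, more genes passed 2-fold in Met-low than in Met-high cells. The 633 and 291 genes past 2-fold became 313 and 124 with normexp, 1398 and 658 without a filter, 428 and 172 over genes detected on all arrays, 1153 and 425 over every probe by itself, and 352 and 130 when every pair of arrays had to differ. With normexp, 311 and 122 of the genes were the same as before. With dim values at the detection bound there were 585 and 215. The percentile of detected probes gave 809 and 200, quantile normalization 568 and 319, and the authors' processed values 651 and 284. With each array left out in turn, the counts ran from 620 to 794 in Met-low and from 284 to 398 in Met-high cells. The other alternatives stayed within 1.5 times. Of the genes of Table S2, 283 passed 2-fold, 120 with normexp, 167 over genes detected on all arrays, and 206 to 264 with each array left out.

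The 457 and 233 genes past the adjusted p in limma became 7 and 0 without a filter, where 20832 genes were tested and 1463 and 1197 had an unadjusted p under 0.05, against 1421 and 1715 with the filter. Over every probe by itself, 410 and 110 passed, with a trend in eBayes 539 and 392, with the percentile of detected probes 613 and 147, and with a 2-fold threshold 403 and 180. The methods' t-test gave 946 and 1268 genes at their unadjusted threshold, with more in Met-high cells, and 0 and 1 after Benjamini-Hochberg adjustment. With each array left out in turn, the counts ran from 435 to 612 in Met-low and from 155 to 266 in Met-high cells, the 155 being without Met-low replicate 1.

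The neural crest and Schwann cell, cholesterol and mitosis lists kept their direction and stayed past an adjusted p of 0.05 under camera in every scaling, filter and set of arrays. Their medians with each array left out ran from -1.02 to -0.50, from 0.593 to 0.728 and from 0.436 to 0.658. Without a filter, the median of the neural crest list was -0.265, over 20 genes. With an estimated correlation, camera no longer passed for the lists with medians of -0.659, 0.642 and 0.575 (adjusted p = 0.222, 0.115 and 0.512), nor did fry for mitosis at the median of 0.575 (adjusted p = 0.132). Fry was lost for the neural crest list with normexp (0.057), over genes detected on all arrays (0.066) and with each array left out (0.168 to 0.263), and for the cholesterol list with each array left out except Met-high replicate 2 (0.081 to 0.168). The pigment synthesis list did not pass under camera in any.

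The replicate numbers are shared by the populations, but neither the paper nor the labels say that a number marks a shared sort. The difference between replicates 1 and 2 in Met-low cells correlated with that in Met-high cells across genes (r = 0.54). With the replicate block, 1578 and 1974 genes passed the adjusted p, so that more passed in Met-high than in Met-low cells, among them 455 of the 457 and 232 of the 233. Of 51 genes named one by one, 9 newly passed it with the block, *Met* just under 0.05, *Snai2* at 0.00694 and *Sox9* at 0.00592 among them, and the calls of the lists by camera were the same, while fry newly passed for pigment synthesis (0.0041) and mitosis (0.020).

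For the 51 named genes, 705 values under 14 alternatives were compared with the log2 ratio first given. In 629 the call was the same, in 50 it was lost and in 26 gained, and 0 called ratios changed sign. Without a filter, 25 calls were lost. Direction was compared only where a ratio passed the threshold in either setting. What signal over background limits is the size of the change in genes past 2-fold that were well above background in 1 population only. These were 120 and 69 genes with a bound and 1 and 5 without, and a ratio there depends on how background is treated.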

Differences from the paper's values

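The fold of 53 genes was set beside Tables S1 and S2. Both were on one scale, since over the rows whose accession had a single probe the median absolute difference was 0.0068 in each table on the log2 scale. For 45 genes the values were within 1.5 times of each other, the difference was within the spread of the arrays, or only a bound that allows the paper's value was had, and for 8 this was not so. The choice of the probes whose accession the paper's tables print was made after seeing the values.

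For *Hps1*, the paper's fold of Met-high over Met-low is 2.00408 and the fold here is 1.24. Of the alternatives set before the data were examined, only the one without Met-low replicate 1 (1.36) came within the paper's value by this rule. The probe of the paper's accession, chosen after seeing the values, gave 2.01.

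The other differences are folds of Met-low over Met-high, where a value under 1 is higher in Met-high cells. For *Ttc3* the paper's value is 2.01947 and the value here 1.14, for *Rbpj* 2.33897 in the paper and 1.05 here, and for *Tet1* 2.0731 in the paper and 1.13 here. These came within 1.5 times of the paper's with the mean of a gene's probes (1.52, 1.56 and 1.52), and not with any other alternative set before the data were examined. For *Fgfr1* the paper's value is 7.70407 and the value here 0.843, for *Tgm2* 3.45788 in the paper and 0.922 here, and for *Mbp* 18.2164 in the paper and 6.57 here, and no alternative set before the data were examined came within the paper's. The highest fold among the probes of the paper's accession, chosen after seeing the values, was 2.01 for *Ttc3*, 2.33 for *Rbpj*, 2.06 for *Tet1*, 7.67 for *Fgfr1*, 3.44 for *Tgm2* and 18.1 for *Mbp*, where the probes of *Tet1*, *Fgfr1* and *Mbp* were not well above background in Met-high cells. For *Foxo4* the paper's value is 12.5384 and the value here 1.48. No alternative came within the paper's for this gene, whose accession in Table S1 is not used here.

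The paper states that genes of pigmentation were higher in Met-high cells. Over the 9 genes printed in its heat map, 4 had a higher mean in Met-high and 5 in Met-low cells. Of the latter, *Kit*, *Snai2* and *Myo5a* are also listed as higher in Met-low cells in Table S1, so this is a difference from the statement and not from the paper's values. The paper also reports more *Abcb1* mRNA in Met-low cells by RT-PCR. On the arrays, *Abcb1a* was not well above background, and *Abcb1b* had a log2 ratio of 0.11 with overlap between the populations. *Snai2* and *Sox9*, which the paper gives as higher in Met-low cells, had that direction on both arrays, with adjusted p-values of 0.053 and 0.074 from limma that were over the threshold, and both passed it without Met-low replicate 2 and without Met-high replicate 1. *Snai2* also passed with the percentile of detected probes (0.0497) and over genes detected on all arrays (0.0435), while over the other alternatives without pairing the adjusted p went up to 0.211 for *Snai2* and 0.261 for *Sox9*.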

Other observations

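The tests of dim genes among the shortest genes and of labelled RNA or background were chosen only after the result was seen, and the list of long messenger RNAs was written after some long mitosis genes had been seen to be higher in Met-low cells, though before the values of its own genes.

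More genes passed 2-fold in Met-low than in Met-high cells, and this excess went with gene length. Among the 3986 genes shortest on the genome, 140 were more than 2-fold higher in Met-low and 144 in Met-high cells, a ratio of 0.972, while among the 3986 longest there were 292 and 64, a ratio of 4.56. It also went with brightness, at 474 against 194 among the 3986 dimmest genes by mean signal, 126 against 67 in the middle, and 33 against 30 among the 3985 brightest, a ratio of 1.1, so that a part played by dim probes stays open. Among genes both dimmest and shortest there were 99 against 91, a ratio of 1.088, which argues against low brightness without regard to length. The same ratio of 1.088 argues against a difference in the amount of labelled RNA or in background as the whole cause, which would reach dim genes of every length. The 75th percentile and the share of spots above background overlapped between the populations, but the mean net signal of negative controls did not, at 34.8 and 39.9 on Met-low and 32.9 and 34.3 on Met-high arrays. Nor did the scaling between arrays remove it, as 64.04% of the genes past 2-fold were higher in Met-low cells after quantile normalization. Of the 3 splits of the 4 arrays into pairs, 1 gave as many as 924 genes past 2-fold, the real one, and the others gave 231 and 67, but with 3 splits chance cannot be excluded.

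Transcript length is a candidate explanation that the data left standing. A list of 52 genes with very long messenger RNAs, written from general knowledge, had 47 genes past the filter, of which 39 were higher in Met-low cells, 19.15% by more than 2-fold against 5.29% of all genes. Random lists of like signal reached 12.8% at the upper end of their middle 95%. The median log2 ratio of the list was -0.45 and stayed below 0 under each scaling tried, at -0.38 after quantile normalization, -0.60 with the percentile of detected probes and -0.33 with normexp. A list of 49 genes with short messenger RNAs had a median of 0.0008 and 0 genes past 2-fold, which is below the range of 0.07 to 0.27 for random lists of like signal, so that short messengers did not lie above other genes as a plain trend with transcript length would have them. Centred on each gene, the long list had medians of 0.37 and 0.16 on the Met-low arrays and -0.14 and -0.37 on the Met-high arrays. Across genes, the rank correlation of the centred signal with gene length was 0.24 and 0.04 on the Met-low and -0.02 and -0.24 on the Met-high arrays, with both Met-low arrays above both Met-high arrays and a spread within each population too. Such a trend may come from the state of the RNA or its labelling, or from a difference in expression between the populations. The array files do not separate these, and transcript lengths themselves were not used here.

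Of 25 mitosis genes, 24 passed the filter, and 20 of these had a higher mean in Met-high and 4 in Met-low cells, with a median log2 ratio of 0.57 (adjusted p = 0.00067 by camera). At an adjusted p under 0.05, 3 passed over all genes tested and 13 when adjusted over the list alone. *Plk1* had a log2 ratio of 1.09 (adjusted p = 0.032), while *Cenpe* had -2.08 (adjusted p = 0.036) and *Mki67* -1.69 (adjusted p = 0.19) in the other direction.

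Of genes that the paper measured by RT-PCR, *Stx3* (NM_152220) was higher in Met-high cells on the arrays, with a log2 ratio of 2.32 (standard error 0.28, adjusted p = 0.018 from limma), and at least 3.23-fold by a second probe that was well above background on 0 Met-low arrays. *Abcg2* had -0.86 (standard error 0.16, adjusted p = 0.049), which did not pass with any array left out (adjusted p between 0.084 and 0.177, and between 0.0287 and 0.213 over all alternatives without pairing). *Mitf* had -0.14 (adjusted p = 0.61), *Sox10* 0.53 (adjusted p = 0.13) and *Pax3* -0.25 (adjusted p = 0.41). With the replicate block in limma, *Sox10* passed at an adjusted p of 0.041, while *Mitf* (0.382) and *Pax3* (0.234) did not. *Dct* had -0.06 (adjusted p = 0.89), *Kdm5b* -0.96 (adjusted p = 0.035) and *Braf* -0.52 (adjusted p = 0.13). The call of *Kdm5b* was lost with each array left out in turn, at adjusted p between 0.0607 and 0.116. *Hgf* was well above background on 1 Met-low array only.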
